A study of Homo sapiens with 2 samples. Its data were reported in "LMO2 promotes the development of AML through interaction with transcription co-regulator LDB1" (2023).

How the data were processed

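CUT&Tag was performed by the authors on NB4 cells with an LDB1 antibody and with IgG, 1 library each, and sequenced with paired-end reads. Per the paper's methods, reads were aligned to hg38 with Bowtie2 and peaks were called with MACS3 on paired-end fragments, with a q-value limit and signal scaled to the number of reads. Whether the IgG library served as the control of the peak calling, and whether duplicates, ambiguously aligned reads or problem regions were removed, is not stated. A peak list made without a control would hold more regions of open or repeated sequence. The labels name LDB1 overexpression for the LDB1 library only, and the methods describe an LDB1 overexpression plasmid but do not mention it for CUT&Tag. The deposited values were the start, end and length of each peak in base pairs. No peak score, fold enrichment, q-value or summit was among the columns. The IgG library was not used here beyond any use the authors made of it. Depth per library is unknown.

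The start and end were read as counted from 1, since end minus start plus 1 equalled the length for each peak. The build was checked by the chromosome X peaks, which reach 156003136 on a chromosome of 156040895 bp in hg38. Genes and transcripts were taken from GENCODE release 44. Since the summit was missing, the midpoint of the peak took its place, and since fold enrichment was missing, peak length took its place in ranking peaks and in comparing those near a TSS with the others. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

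A peak was near a TSS when its midpoint lay within 3000 bp of the TSS of any annotated transcript. Shares were given with Wilson 95% intervals, and ratios with intervals of the numerator's counting error, except for the ratio of median lengths (1000 bootstraps). Random positions were drawn on the same chromosomes outside assembly gaps, in 1000 placements for distances to a TSS. The shares in introns, exons and intergenic sequence came from 100 placements, and so did positions matched on GC content of 200 bp in steps of 2%. Motifs were consensus sequences, searched on both strands in windows of 200 bp, and compared with both flanks (1000 bp away) or with 10 sets of GC-matched random windows. Of the flanks, 11.0% overlapped a peak. Gene lists were compared with 10000 random lists matched on gene type and on gene length in 20 classes, and the mean of these lists is given. Expression and open chromatin were not matched. The position among random lists describes this library and is not a p-value. The lists were the 19 candidates, the overlap of ChIP-Seq and RNA-seq genes, the self-renewal genes, olfactory receptors, and for the closing section 20 genes of red cells and 20 of granulocytes.

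The genes named were set before the data were examined: those the study names as targets or partners of LDB1, each with its longest peak in or within 3 kb of the gene or else the nearest peak, the 5 top peaks, the candidates without a peak, and the 5 sequences of 8 bases with the highest ratio. Copies of the central 31 bases of each peak were counted in hg38 on both strands.

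The counting was tested on simulated data. Of 11046 simulated positions, 40.8% were placed near a TSS and 40.8% were recovered. Of 1000 composite motifs written into 11046 random windows, 1000 were found. Of 1000 random gene lists, 4.6% fell in the top 5% of their matched lists and 5.6% in the bottom 5%.

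Alternatives fixed before the data were examined were a TSS window of 1 kb, TSS of protein-coding genes only, GC-matched backgrounds, motif windows of 100 bp, peaks far from any TSS only, other gene windows, merged peaks and coding exons of LDB1 only. Alternatives fixed in the same way that need a peak score, a q-value or a summit could not be run. In their place, chosen after seeing the data, came the 5523 longest peaks, peaks with a central sequence found once, flanks that overlap no peak and peaks of at most 600 bp. The TSS ratio in a window of 1 kb was also added after seeing the data.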

Results

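To map where LDB1 sits on chromatin in acute myeloid leukemia cells, CUT&Tag was performed on NB4, a human acute promyelocytic leukemia cell line. In CUT&Tag an antibody directs a transposase to the bound protein, and the enzyme cuts and tags the DNA nearby. LDB1 is a co-regulator that does not bind DNA itself and acts in a complex with LMO2 and DNA-binding factors. The series held 2 libraries, 1 with an LDB1 antibody and 1 with IgG. The labels give the LDB1 library as coming from cells overexpressing LDB1 and the IgG library as untreated, so antibody and treatment differ together. With 1 library per group there were no replicates, and no test between groups was made. The values analysed were the authors' deposited LDB1 peaks, which carry a position and a length but no height, so the read depth behind each peak is unknown. Each interval below is a 95% interval that covers counting error within this single library. For ratios it leaves out the counting error of the background, except for the ratio of median lengths.

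The LDB1 library had 11046 peaks on 23 chromosomes, with no peak on chromosome Y. Together they covered 6304207 bp, or 0.215% of the assembled chromosomes of hg38. Peak length ranged from 229 to 4856 bp with lower and upper quartiles of 314 and 666 bp. No peaks overlapped. The gap to the next peak was under 1 kb for 1374 of 11023 neighbouring pairs (12.5%). Peaks were densest on chromosome 19 at 9.57 per Mb, followed by chromosome 22 at 7.66 and chromosome 17 at 7.65. They were sparsest on chromosomes 13, X and 4, at 1.68, 1.69 and 1.71 per Mb, chromosome Y aside.

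To compare the peaks with promoters, the midpoint of each peak was set against the nearest transcription start site (TSS). Results showed that 3931 peaks (35.6%, interval 34.7 to 36.5%) lay within 3 kb of an annotated TSS. Random positions on the same chromosomes did so in 19.6% ± 0.369 (SD over 1000 placements), and all 1000 placements lay below the observed share. The ratio was 1.82 (1.77 to 1.86). Matching the random positions on GC content lowered this ratio to 1.25 (1.22 to 1.28), and a window of 1 kb raised it to 2.39 (2.30 to 2.48). A further 36.6% of the peaks lay in introns, compared with 44% of random positions, and 25.2% were intergenic, compared with 34.0%. Exons outside the 3 kb windows held 2.64% of the peaks and 2.36% of random positions. Only 98 peaks (0.887%) were more than 100 kb from a TSS, compared with 8.61% of random and 4.05% of GC-matched positions. The median peak length was 473 bp near a TSS and 441 bp elsewhere, a ratio of 1.07 (1.04 to 1.10).

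**Figure D1:**
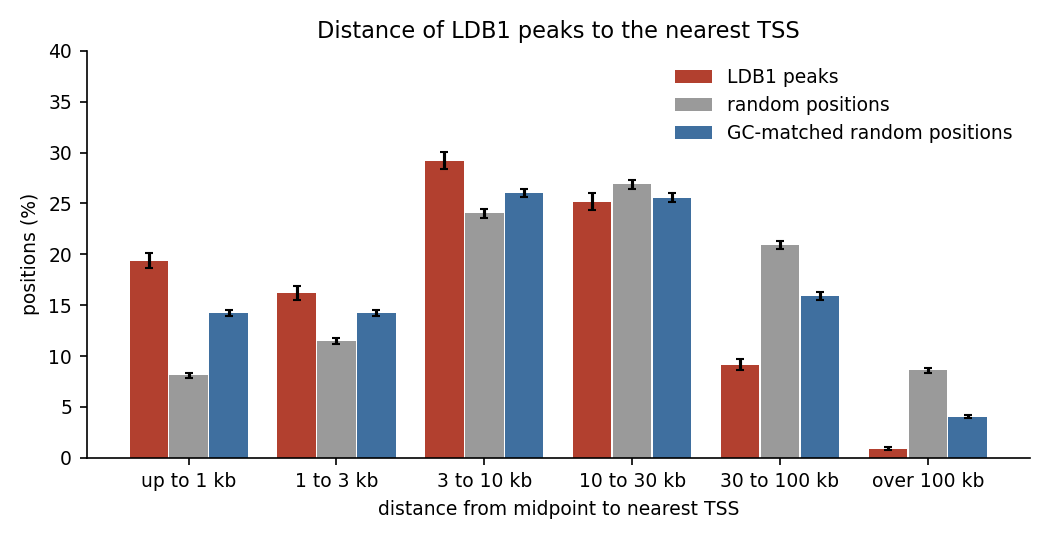
Distance from the peak midpoint to the nearest TSS (horizontal axis, kb) against the percent of positions (vertical axis), for LDB1 peaks (red, Wilson 95% interval), random positions on the same chromosomes (grey, SD over placements) and random positions matched on GC content (blue, SD over placements). Up to 1 kb the peaks reached 19.4%, compared with 8.11% of random and 14.2% of GC-matched positions.

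To ask which factors could bring LDB1 to DNA, motifs of its known partners and of factors named by the study were counted in the 200 bp around each peak midpoint and in flanking windows 1000 bp to either side. The composite element of the complex, an E-box remnant (CTG) followed after 7 or 8 bases by WGATAR (W is A or T, R is A or G), occurred in 1230 peaks. That is 11.1% of the peaks (10.6 to 11.7%) and 1.63% of the flanks, a ratio of 6.85 (6.5 to 7.22). Relative to random windows matched on GC content the ratio was 11.5 (10.9 to 12.1), the alternative that moved it most. The GATA motif alone was found in 47.1% of the peaks and 27.6% of the flanks, a ratio of 1.71 (1.67 to 1.74). Leaving out the peaks with a composite, the GATA ratio was 1.53 (1.5 to 1.57). The TAL1 E-box was found in 33.8% of the peaks and 22.2% of the flanks, a ratio of 1.53 (1.49 to 1.57).

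The RUNX motif was found in 20.5% of the peaks and 16.6% of the flanks, a ratio of 1.23 (1.19 to 1.28) that fell to 1.09 against GC-matched windows. The ETS motif was found in 6.19% of the peaks and 4.51% of the flanks, a ratio of 1.37 (1.28 to 1.48). Among the other motifs taken from the study, the ratio was 1.52 for KLF, 1.07 for TEAD, 0.903 for ZNF354C, 0.592 for CUX1 and 0.565 for TBX20. Against GC-matched windows KLF fell to 1.15 (1.10 to 1.20). Of the motifs it does not name, AP-1 was found in 9.48% of the peaks and 3.6% of the flanks, a ratio of 2.63 (2.49 to 2.79). CTCF had a ratio of 2.37 (1.83 to 3.06), with 58 peaks carrying the motif, and 1.60 (1.24 to 2.07) against GC-matched windows. The CEBP ratio was 0.815 against the flanks and 1.19 against GC-matched windows, so its direction depended on the background.

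**Figure D2:**
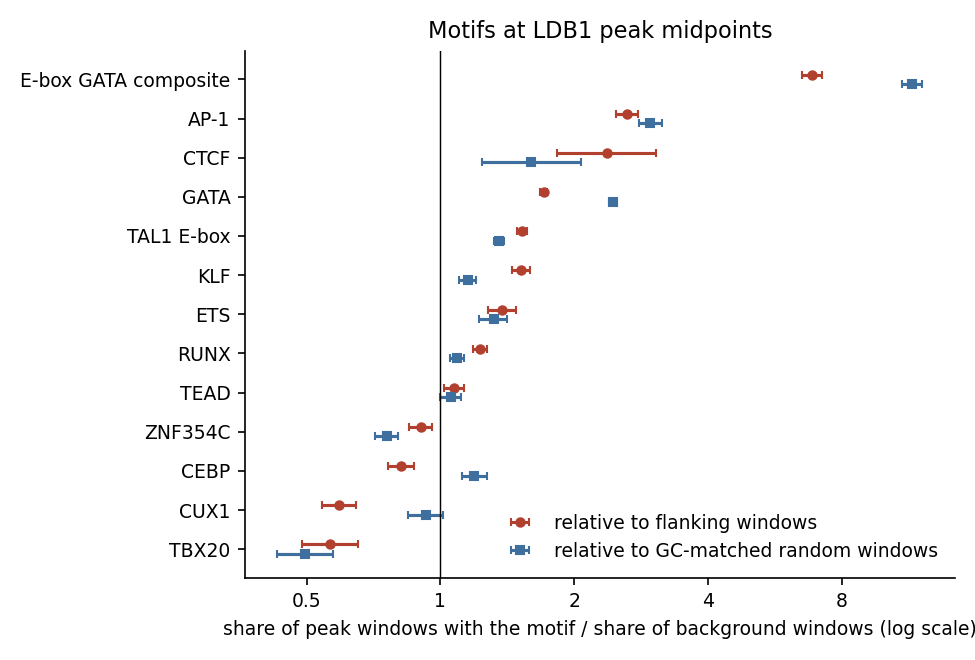
Share of peak windows with each motif divided by the share of background windows (horizontal axis, log scale), for flanking windows (red circles) and random windows matched on GC content (blue squares), with 95% intervals. The composite lies farthest to the right at 6.85 and 11.5, and TBX20 farthest to the left at 0.565 and 0.497.

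**Figure D3:**
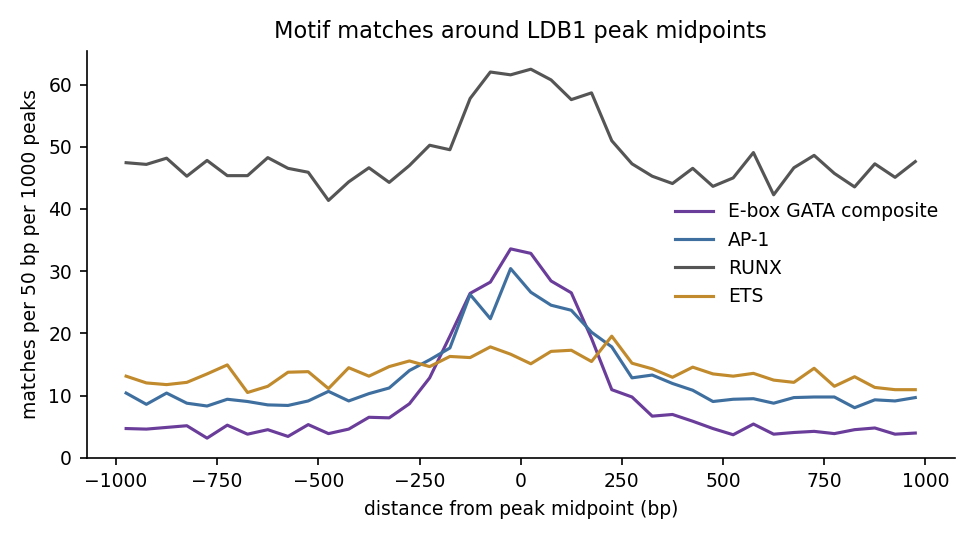
Matches per 50 bp per 1000 peaks (vertical axis) by distance from the peak midpoint in bp (horizontal axis), for the composite, AP-1, RUNX and ETS motifs. The composite rose from 4.71 in the leftmost bin to 33.6 in the bin just left of the midpoint, and AP-1 from 10.4 to 30.4.

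The spacing of the composite was examined from 0 to 20 bases. With CTG ahead of WGATAR the ratio of peaks to flanks was 7.55 (7.06 to 8.08) at 8 bases, 6.03 (5.52 to 6.58) at 7 bases and 4.99 (4.47 to 5.57) at 9 bases. The highest ratio at any remaining spacing in this orientation was 3.44. The intervals at 7 and 9 bases overlapped. With CAG in place of CTG the highest ratio was 4.41, at 19 bases.

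**Figure D4:**
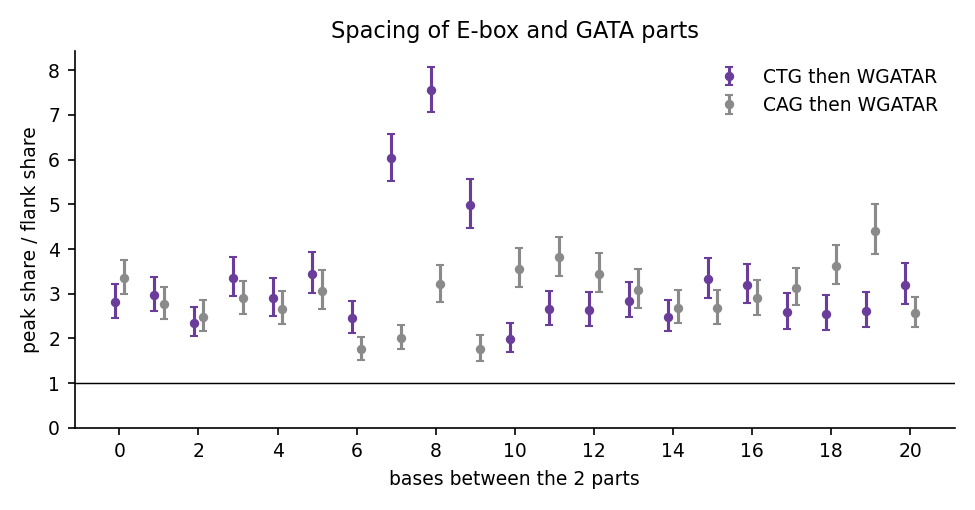
Ratio of the share of peaks to the share of flanks (vertical axis) by the number of bases between the E-box part and WGATAR (horizontal axis), for CTG (purple) and CAG (grey) ahead of WGATAR, with 95% intervals. The purple points stand highest at 8 bases, with 7.55.

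Sequences of 8 bases were then ranked without reference to known motifs, among 5328 that occurred in at least 1% of the peak windows on either strand. The highest ratio of peaks to flanks was 6.91 for GCGGTGCA, which was found in 114 peaks. It was followed by AGATAAGC at 6.49, CTTATCTC at 6.40, CAGATAAG at 6.23 and AGATAAGG at 5.58. Of the 20 highest, 15 contained the GATA core. GCGGTGCA did not, and 69.3% of its peaks had a central sequence that is repeated in hg38, compared with 10.1% of the other peaks.

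To examine the genes the study set beside LDB1, each gene body with 3 kb on either side was searched for peaks. Among all 20005 protein-coding genes, 3946 (19.7%) had a peak. Of the 19 candidate targets the study selected, 14 (73.7%, interval 51.2 to 88.2%) had a peak, above all of the 10000 random lists matched on gene length, whose mean was 18.9%. The candidates without a peak were ANKRD13D, PTMA, RPA2, TNRC18 and ZFP36L2. Of the genes both bound in the study's LDB1 ChIP-Seq and changed on LDB1 knockdown, 1099 were matched by symbol and 725 (66%, 63.1 to 68.7%) had a peak, where random lists had a mean of 22.1%. Both lists drew on ChIP-Seq with the same LDB1 antibody in the same cell line, so neither is independent of the antibody. The study also filtered its candidates by super-enhancers and by changed expression. Random lists were not matched on expression or open chromatin, so a place above them does not separate LDB1 binding from gene activity. Of 53 genes of hematopoietic stem cell self-renewal, 30 (56.6%, 43.3 to 69%) had a peak, where random lists had a mean of 22.8%. The paper's text counts fewer such genes and describes them as downregulated on LDB1 knockdown. Whether all 53 were chosen by that response is not known here. Olfactory receptor genes served as background, and 9 of 404 (2.23%, 1.18 to 4.18%) had a peak. Their matched random lists had a mean of 9.43%, and 0 of 10000 lay below the observed share. Olfactory receptor genes were thus depleted of peaks rather than neutral. Counting only peaks within 3 kb of the gene's TSS moved the shares of the 3 lists from the study most, and the candidates fell to 21.1%. The olfactory receptor share rose to 4.21% with 10 kb around each gene and fell to 0.990% with the 5523 longest peaks.

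LMO2 (ENSG00000135363.12, chromosome 11, 33858576 to 33892076, minus strand) had 5 peaks. The longest, 33885184 to 33885826 (643 bp), lay in intron 1. Another, 33891831 to 33892360, had its midpoint 19 bp upstream of the annotated TSS. LDB1 (ENSG00000198728.11) had 1 peak, on chromosome 10 from 102112320 to 102113572 (1253 bp), in intron 1. None of the 3776 exon bases of LDB1 lay in a peak, compared with 12.4% of its intron bases, though 9 of its 11 canonical exons are shorter than the shortest peak of the list. LYL1 had 3 peaks. The longest covered its TSS on chromosome 19, from 13101825 to 13103680 (1856 bp). NFE2 had 4 peaks. The longest, on chromosome 12 from 54294173 to 54298445 (4273 bp), lay in intron 1, and its central 31 bases occur 1098 times in hg38. HHEX had 1 peak of 536 bp in intron 1, and RUNX2 had 1 of 465 bp in intron 7. The peak of IRF2BP2 was 231 bp long and lay in the untranslated part of exon 2. The peak of NEAT1 (763 bp) began 2996 bp beyond the gene. ZFP36L2 had none, and the nearest peak was 27090 bp from the gene.

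**Figure D5:**
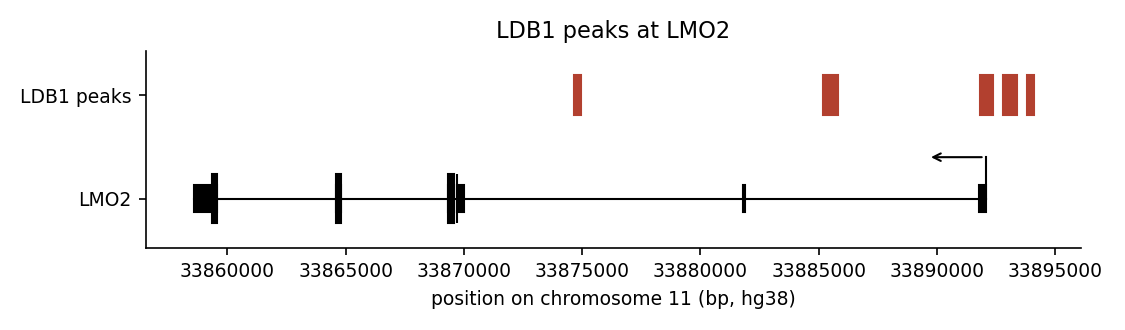
Position on chromosome 11 in bp of hg38 (horizontal axis), with the canonical LMO2 transcript (black, tall boxes coding, arrow in the direction of transcription) and the 5 LDB1 peaks within 3 kb of the gene (red). The longest peak lies in intron 1, and 3 peaks lie at or upstream of the TSS.

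The 5 longest peaks were then listed. The longest (4856 bp) lay on chromosome 19 from 48872056 to 48876911 in PPP1R15A, with its midpoint in coding exon 2. The next (4718 bp) lay on chromosome 17 from 44265279 to 44269996 in SLC4A1, with its midpoint in intron 1. The third was intergenic on chromosome 15, from 74389072 to 74393540 (4469 bp), and the nearest protein-coding TSS was that of CYP11A1 at 23660 bp. The fourth was also intergenic, on chromosome 19 from 51545891 to 51550238 (4348 bp), 16208 bp from the TSS of SIGLEC6. The fifth was the NFE2 peak above.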

Values the study reported

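The study reported 1101 genes that were both bound in its LDB1 ChIP-Seq and changed in expression after LDB1 knockdown in NB4 cells. Its filtering across datasets left 19 candidate target genes.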

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

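No paired analysis was possible because each group had 1 library. Alternatives that need a peak score, a q-value or a summit, set before the data were examined, were not run, since those columns were missing, and the midpoint was itself the position used. Over the alternatives of 24 results, 83 values stayed within the counting interval or, for counts of peaks, within 1.5 times, and 49 did not. These intervals are narrow because the list is long, so many of the changes are small. Differences between backgrounds or windows partly follow from their construction, and other causes were not tested.

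The number of peaks became 5523 when the shorter peaks were left out, by construction. The share near a TSS was 19.4% in a window of 1 kb, 24.2% with TSS of protein-coding genes and 37.8% in the longest 5523 peaks. Its ratio to random positions was 2.39 in a window of 1 kb, 2.02 with protein-coding TSS, 1.25 with GC matching and 1.90 in the longest peaks, above 1 in each.

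The GATA ratio was 1.87 in windows of 100 bp, 2.45 with GC matching, 1.99 in the longest peaks, 1.75 in peaks with a central sequence found once and 1.61 in peaks of at most 600 bp. The composite ratio was 7.48, 11.5, 10.2, 7.28 and 5.34 under the same alternatives in the same order, and 8.94 against flanks that overlap no peak. The RUNX ratio was 1.09 with GC matching and the ETS ratio stayed within its interval in all of its alternatives. Peaks far from any TSS left the GATA, composite, RUNX and ETS ratios within their intervals. The CEBP ratio changed direction, from 0.815 to 1.19, with GC matching.

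With 10 kb around each gene, 71.5% of the ChIP-Seq and RNA-seq overlap genes and 4.21% of olfactory receptor genes had a peak. Within 3 kb of the TSS only, the shares were 21.1% for the candidates, 26.5% for the overlap genes and 22.6% for the self-renewal genes. With the longest peaks they were 36.8%, 49.1% and 41.5%, and 0.990% for olfactory receptors. Random lists change with these settings too. The candidates stood above 9744 of 10000 random lists near the TSS, where random lists reached 31.6%, and above 9955 with the longest peaks. The overlap genes stood above all 10000 in both settings, and the self-renewal genes above 9999 near the TSS. Of 71 other values, for motifs and gene lists outside the main comparisons, 20 left their interval.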

Other observations

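The test of the repeated central sequence at the GCGGTGCA peaks was chosen only after the result was seen, and so were the comparisons that decide the tests of spacing and of LDB1 cDNA and the choice of the stretch on chromosome 9. The remaining tests were set before the values they measure were seen. No biological explanation was tested against a second group, since the design has 1 library per group.

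The excess of peaks near a TSS and of the GATA motif might follow from GC content, since peak windows held 52.4% G and C and the flanks 47.1%. Against GC-matched positions the TSS ratio was still 1.25 and the GATA ratio 2.45. GC content may thus account for part of the excess near a TSS, but it argues the other way for GATA motifs.

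The composite might be a by-product of separate E-box parts and GATA sites with no fixed spacing. The prediction written beforehand was that both 7 and 8 bases would stand above every other spacing. Both did by value, but the interval at 7 bases overlapped that at 9 bases. The ratio at 8 bases, 7.55 (7.06 to 8.08), stood above the highest ratio at spacings other than 7 and 8, which was 4.99 (4.47 to 5.57). A preference for about 8 bases is thus more than chance pairing gives, and 9 bases may share in it. The share of peaks with a composite rose with peak length from 5.97% in peaks up to 314 bp to 15.8% in those from the median to the upper quartile (666 bp), and was 13.7% in longer ones.

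AP-1 motifs were not tied to the composite. They occurred in 8.70% (7.25 to 10.4%) of the peaks with a composite and in 9.58% (9.01 to 10.2%) of the others. TBX20, CUX1 and ZNF354C, all named by the study for its ChIP-Seq, were below the flanks here, and against GC-matched windows their ratios were 0.497, 0.926 and 0.757. The CUX1 interval then included 1 (0.847 to 1.01). Against the flanks, the ZNF354C interval included 1 in peaks far from any TSS (0.893 to 1.03). It also did so in peaks of at most 600 bp (0.888 to 1.02).

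Reads shared between near-identical copies could add peaks. The central 31 bases occurred more than once in hg38 for 10.7% of the peaks (10.1 to 11.3%), compared with 17.9% of random positions, which argues against such reads as the source of most peaks. Single regions differ. Of 42 peaks between 121000001 and 122000000 on chromosome 1, 38 had a repeated central sequence, while none of the 54 peaks between 85000001 and 86000000 on chromosome 16, the densest 1 Mb of the list, did.

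GCGGTGCA is part of a recurring sequence whose core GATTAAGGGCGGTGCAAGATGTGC has 1836 copies in hg38. Of these, 104 (5.66%, 4.70 to 6.82%) lay in a peak, while peaks cover 0.215% of the genome. Of the 114 peaks with GCGGTGCA, 69.3% (60.3 to 77%) had a repeated central sequence, compared with 10.1% (9.54 to 10.7%) of the others, and 16.7% carried the GATA motif. Reads shared between copies are a candidate explanation. Binding or open chromatin at the element itself stays open, as no read alignments or repeat annotation were used here.

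The labels say that LDB1 was overexpressed, and reads from an LDB1 cDNA might form peaks on the exons. The 1 peak at LDB1 covered 1253 intron bases and 0 exon bases, which argues against cDNA reads as its source. Whether such reads are present at all cannot be judged from the exons. The shortest peak of the list is 229 bp, and the longest coding part of an exon is 228 bases.

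A candidate explanation of the composite is erythroid cells in the library or an exchanged library, since the complex of LDB1 is known for this element in red cells. The paper reports a genotype check of its cell lines by STR profiling, with an exact match for its NB4 sample. That check was made on cells and not on the sequenced library. The study also cultured the human leukemia lines Kasumi-1 and K562, and the library was not compared with either here. Both gene lists were written after red cell genes such as SLC4A1 had been recognised among the longest peaks, and those genes were left out of the lists. Among 20 genes of red cells 16 (80%, 58.4 to 91.9%) had a peak, above all 10000 random lists, and among 20 genes of granulocytes 8 (40%, 21.9 to 61.3%) had one, above 9981 of 10000. The difference of 40 points was reached by 15 of 10000 pairs of random lists. With 10 kb around each gene it was 30 points, reached by 255 pairs, and with peaks whose central sequence is found once it was also 30 points, reached by fewer pairs than that. Near the TSS only it was 50 points and in the longest peaks 55 points, each reached by 0 of 10000 pairs. ALAS2, KLF1, EPB42, HBZ and HBG2 were among those with a peak, and HBB, HBA1, HBG1 and AHSP had none. HBG2 was counted by its annotated span, with a peak from 5279940 to 5280256. The peak nearest to HBG1 was 13619 bp from that gene. The HBG2 count thus depends on how far the annotated gene reaches. Of the granulocyte genes AZU1, CEBPE, CSF3R, MS4A3, LYZ, CD33, CFD and SERPINB1 had a peak, and MPO, ELANE, PRTN3 and CTSG were among those without one. Near the TSS only, 14 red cell and 4 granulocyte genes had a peak, and in the longest peaks 13 and 2, where the granulocyte list stood above 5030 of 10000 random lists. With 10 kb around each gene, 12 granulocyte genes (60%) had a peak, above all 10000 random lists, and with central sequences found once 7 (35%) did, above 9934. Of the red cell genes 14 are also in the study's overlap of ChIP-Seq and RNA-seq genes, against 1 of the granulocyte genes. By the paper, genes of this overlap changed in expression on LDB1 knockdown in NB4, whether up or down. The direction for these 14 genes was not examined, so their expression in NB4 without knockdown does not follow. The overlap used the study's own cells and the same LDB1 antibody, so it cannot exclude erythroid cells among them. Erythroid cells or an exchanged library still cannot be told apart from LDB1 sitting at red cell genes in NB4 itself. Apart from that overlap, no expression values were used here, and no genotypes of the library. Which genes of both lists NB4 expresses is not known from these data.

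The longest stretches without a peak were 13.7 Mb on chromosome 3, from 84224626 to 97911015, 13.5 Mb on chromosome 8, 12.7 Mb on chromosome 9, from 19902079 to 32554315, 12.6 Mb on chromosome X and 11.9 Mb on chromosome 4. In 100 random placements the longest was 5.91 Mb. To test for few genes and low GC content of the stretch, a scan in steps of 1 Mb collected overlapping stretches of equal length with no more protein-coding TSS and no higher GC. For chromosome 3 (19 TSS, 36% GC) there were 16, with 2 to 22 peaks. For chromosome 9 (42 TSS, 36.8% GC) there were 148, with 2 to 35 peaks and a median of 11. None of the 148 was without a peak, and the 20 with at least 38 TSS held from 6 to 33. For chromosomes 8, X and 4 the fewest peaks were 2, 0 and 2. The 0 came from 110000001 to 122642705 on chromosome 8, inside the stretch without a peak there. It is thus not independent of the stretches under test. Some comparison stretches on chromosome 3 also overlap the stretch without a peak on that chromosome. Few genes and low GC may account for part of the absence on chromosome 9. A segment missing from these cells, which would bear on the exchanged library raised above, cannot be told apart from an uneven spread of peaks, because 4 other stretches of similar length also lack peaks and no genotypes were used here.

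ZFP36L2, PTMA, RPA2, TNRC18 and ANKRD13D lacked a peak although the study selected them as candidates. It asked for binding in most of its ChIP-Seq datasets of several factors, so LDB1 binding was not required of each gene. The paper reports strong ChIP-Seq signals in the ZFP36L2 region. The nearest peak lay 22184 bp from RPA2, 25282 bp from TNRC18, 27090 bp from ZFP36L2, 45733 bp from ANKRD13D and 306225 bp from PTMA. With 19 genes the interval is wide (51.2 to 88.2%), and peaks below the calling limit would not appear in the list.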
